# Circadian deep sequencing reveals stress-response genes that adopt robust rhythmic expression during aging

**DOI:** 10.1038/ncomms14529

**Published:** 2017-02-21

**Authors:** Rachael C. Kuintzle, Eileen S. Chow, Tara N. Westby, Barbara O. Gvakharia, Jadwiga M. Giebultowicz, David A Hendrix

## Abstract

Disruption of the circadian clock, which directs rhythmic expression of numerous output genes, accelerates aging. To enquire how the circadian system protects aging organisms, here we compare circadian transcriptomes in heads of young and old *Drosophila melanogaster*. The core clock and most output genes remained robustly rhythmic in old flies, while others lost rhythmicity with age, resulting in constitutive over- or under-expression. Unexpectedly, we identify a subset of genes that adopted increased or *de novo* rhythmicity during aging, enriched for stress-response functions. These genes, termed late-life cyclers, were also rhythmically induced in young flies by constant exposure to exogenous oxidative stress, and this upregulation is CLOCK-dependent. We also identify age-onset rhythmicity in several putative primary piRNA transcripts overlapping antisense transposons. Our results suggest that, as organisms age, the circadian system shifts greater regulatory priority to the mitigation of accumulating cellular stress.

## Abstract (web summary)

Disruption of circadian rhythms leads to reduced healthspan, but the mechanisms by which the normal clock protects aging organisms are not known. Here, the authors show that a subset of genes becomes more rhythmically expressed in older flies, and these are enriched for response to oxidative stress.

The circadian system confers integrated temporal control to organismal processes at the molecular, cellular, physiological and behavioural levels. Cellular clocks are based on negative feedback loops driven by core clock genes, which oscillate with ∼24 h periodicity and are largely conserved from flies to mammals^1^. In *Drosophila*, two transcription factors encoded by the genes *Clock* (*Clk*) and *cycle* (*cyc*) form the positive arm of the clock. Active CLK-CYC heterodimers stimulate transcription of target genes including the negative clock components encoded by *period* (*per*) and *timeless* (*tim*), which repress CLK-CYC activity. Entrainment of clock oscillations to LD cycles involves the photoreceptive protein CRY, which initiates degradation of TIM (ref. 1). Oscillating clock components impose rhythmic expression on a diverse portfolio of target clock-controlled genes (CCGs) that continues to expand as sensitivity of detection techniques improve^2^,^3^,^4^,^5^,^6^. These CCGs ultimately generate molecular and cellular rhythms, which profoundly influence metabolism and tissue homoeostasis. Disruption of the clock is associated with accelerated aging in mice, manifested in metabolic dysregulation^7^ and impairments of learning and memory^8^. In addition, the core molecular oscillator plays a conserved role in regulating the response to oxidative stress^9^,^10^,^11^, which increases during aging^12^ and contributes to age-related pathologies^13^. Accordingly, clock disruption also leads to increased oxidative damage and susceptibility to neurodegeneration in brains of aging *Drosophila*^14^,^15^ and mice^16^,^17^.

Despite substantial evidence that circadian disruption shortens healthspan, the mechanisms by which the clock protects aging organisms are not understood. To address this question, here we conduct an RNA sequencing (RNA-seq) study and compared diurnal expression of clock genes and CCGs in heads of young and old female flies. We detect dynamic reprogramming of the circadian transcriptome with some CCGs showing dampened or abolished oscillations in old flies. Surprisingly, a large subset of CCGs showed significantly larger expression amplitudes or *de novo* rhythmicity in old flies. Stress-response genes were enriched among transcripts with age-induced rhythmicity, hereafter called ‘late-life cyclers' (LLCs), and we show that exogenous oxidative stress can induce rhythmic LLC expression in young flies. Our data suggest that LLC activation is a strategy by which the clock helps organisms adapt to their changing cellular environments during aging.

## Results

### Pervasive alterations in rhythmic gene expression

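The values re-examined here come from 24 RNA-seq libraries of fly heads, 12 from young females (5 days) and 12 from old females (55 days). Each age was sampled at 6 times of day, at Zeitgeber time (ZT, hours after lights on) 0, 4, 8, 12, 16 and 20, with 2 libraries per age and time point, and the dark phase began at ZT 12. The strain, written *w* in the paper, carries a mutation of the eye colour gene *white* and is the control genotype. Libraries were strand-specific and made from poly(A)-selected RNA, and parallel samples of the 2 ages shared a sequencing lane. The authors trimmed the reads with skewer, aligned them with TopHat to release 6 of the *Drosophila melanogaster* genome (BDGP6, also called dm6) and computed FPKM for each gene with Cuffdiff. They then ran ARSER, which fits a periodic curve to each gene's time series, on each age alone, with the 2 replicates laid end to end as 2 daily cycles. The deposited tables, 1 per age, list 17637 genes with their 12 FPKM values, the ARSER *P* value, its Benjamini-Hochberg adjusted value and the phase, the fitted time of peak. FPKM values carry no read numbers, so the depth of each library is unknown here and no counting error is given. As in the paper, 235 pre-microRNA hairpins were set aside.

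From these tables the paper's counts were recomputed, and tests that use the 2 libraries of a time point as replicates were added on log2(FPKM + 1) with limma. A fold change on that scale understates the change of genes with low values. How the libraries were normalized against each other is not stated, and the tables of the 2 ages are on different scales. The counts of genes changed with age and many of the levels compared between ages are therefore also given after scaling. All libraries were scaled by their median ratio to the mean library. This used the 9162 genes that were above 0 in every library and had a median of at least 1 FPKM. Levels given without that scaling are on the scales of the 2 tables. The log2 factors of that scaling were highest at ZT 0 and lowest at ZT 12 at both ages. Their range over the day was 0.19 in young and 0.20 in old flies, against a largest difference of 0.035 between the replicates of any time point. The mean factor was 0.22 higher in old than in young flies.

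**Figure D1:**
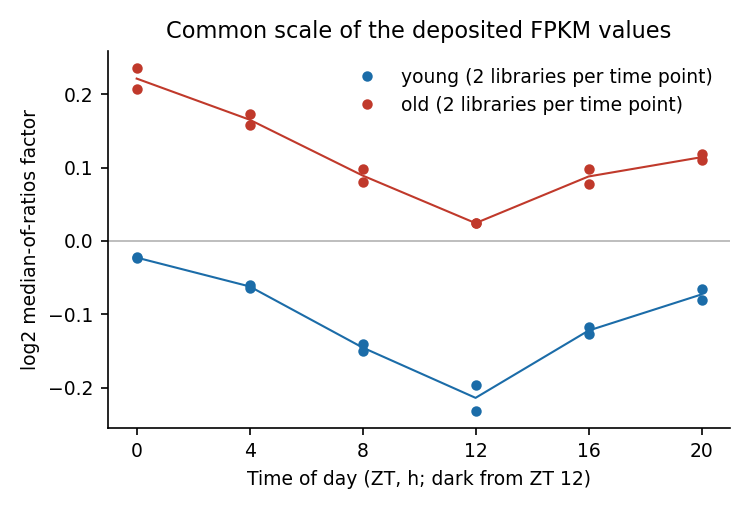
Log2 median-of-ratios factor of each library (vertical axis) against the time of day in ZT hours (horizontal axis). Points are the 12 libraries of each age, lines join the means of the 2 replicates, and every old library lies above every young one.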

To identify age-dependent changes in diurnal gene expression, we performed RNA-seq with RNA from heads of 5- or 55-day-old *w*^*1118*^ (*w*) females collected every 4 h for one daily cycle in two biological replicates in light-dark (LD) 12:12 h. Gene expression, quantified in units of Fragments Per Kilobase of transcript per Million mapped reads (FPKM) using the Tuxedo suite^18^,^19^ (Supplementary Table 1), showed high correlations between biological replicates in both young and old flies (Supplementary Fig. 1; Supplementary Table 2). 

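Pearson's correlation of log2(FPKM + 1) across the 15789 genes detected had a median of 0.985 over the 12 pairs of replicates, with a lowest value of 0.976 and a highest of 0.988. Spearman's coefficient for the same pairs had a median of 0.963. Genes are not independent replicates, so no *P* value is attached. The 120 pairs of libraries from different time points of one age had a median Pearson correlation of 0.979, and the 24 pairs of young and old libraries from one time point had a median of 0.973. The ranges of these groups overlapped, since the pairs of different time points reached 0.989. A pseudocount of 0.1 in place of 1 moved the median for replicates most, to 0.972.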

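Of 9265 genes with a median of at least 1 FPKM in young flies, 2036 had an ARSER *P* value of at most 0.05 and a maximum at least 1.5 times the minimum over the 12 libraries. With no rhythm in any gene, *P* values alone would pass 463 of these 9265 genes, whereas 2853 passed before the filter on the maximum and minimum. Adjusting the ARSER *P* values by the Benjamini-Hochberg method moved the count most, to 365 genes. A limma F test of the cosine and sine terms of a 24 h period, with the same filters, called 2492 genes in young flies, of which 1934 were among the 2036. After adjustment of that test, 1278 genes were called.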

Using ARSER (ref. 20), we identified 2,036 genes to be rhythmic in young flies, including 67% of genes previously deemed rhythmic at the messenger RNA (mRNA) level in heads of male flies^3^; this overlap is substantial considering differences in sex and periodicity detection methods (Methods). 

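In old flies, 9483 genes had a median of at least 1 FPKM and 1887 of them met the same criteria, with 922 genes rhythmic at both ages. Among the 9125 genes above the median filter at both ages, the odds ratio between being rhythmic in young and in old flies was 5.80, given as a description. A further 1114 genes were rhythmic in young flies alone and 965 in old flies alone. These labels rest on a threshold at each age, and 420 of the 1114 genes still had an ARSER *P* value of at most 0.1 in old flies, while 175 had one over 0.5. Likewise, 330 of the 965 had at most 0.1 in young flies and 168 had over 0.5. The harmonic F test called 2600 genes in old flies and 1297 at both ages.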

ARSER classified 1,887 genes to be rhythmic in old, including 922 that were also rhythmic in young (Supplementary Data 1).

Although many CCGs maintained similar rhythmicity patterns throughout aging, a substantial number of genes showed marked changes in phase, amplitude or statistical rhythmic status. For example, 297 genes rhythmic in both young and old flies exhibited a ≥2 h shift in their time of peak expression (Supplementary Fig. 2). 

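For the genes rhythmic at both ages, the circular difference between the deposited phases, old minus young, was at least 2 h in 171 genes, 86 of them later and 85 earlier in old flies. The median size of the shift was 0.959 h, the median signed shift was 0.139 h and 51.3% of the genes shifted by less than 1 h. With the phases rounded to whole hours before the difference was taken, a setting chosen after the data were seen, 297 genes shifted by at least 2 h. Requiring an adjusted ARSER *P* value of at most 0.05 (Benjamini-Hochberg) at both ages moved the count most, to 13 genes. To set these shifts beside replicate error, the phase was fitted to each replicate cycle alone. Of all 922 genes rhythmic at both ages, 117 had phases at least 2 h apart between the 2 replicate cycles of young flies. Between those of old flies, 133 did. A cycle holds 6 libraries, while the phases compared between ages rest on 12 each, so these counts may overstate the replicate error of the shifts. A test of the difference in rhythm between ages on log2(FPKM + 1), the limma F test of the interaction of age with the 24 h terms, gave an adjusted *P* value of at most 0.05 for 12 of the 171 genes and an unadjusted one for 72.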

Further, 48 genes were highly rhythmic in young flies but arrhythmic in old, while 38 genes were highly rhythmic in old and arrhythmic in young flies (Fig. 1a, Methods). 

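Counting genes with an ARSER *P* value of at most 0.01 and the expression filters at one age and a *P* value over 0.5 at the other gave 48 genes for young flies and 38 for old flies. Passing at one age and failing at the other does not test the difference. By the interaction test, no gene of the 48 had an adjusted *P* value of at most 0.05 and 12 had an unadjusted one, and of the 38 genes these numbers were 2 and 16. Relaxing the arrhythmic limit to 0.3 moved the first count most, to 105 genes, and requiring a median of at least 5 FPKM moved the second most by its ratio, to 16. Leaving out the filters on the median and the ratio gave 90 for the second.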

Examples of other age-related expression changes are shown in Fig. 1b–e. 

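The 4 genes CR45456, CR45457, CG17005 and Cks30A lie next to each other on the plus strand of chromosome 2L between 9325845 and 9331981 (BDGP6), so reads near their borders could have been split between them. At its peak in young flies, CR45457 (FBgn0267013) reached 174 and 156 FPKM in the 2 replicates at ZT 8, and in old flies 56.9 and 73.9 FPKM at the same time. Cks30A (FBgn0010314) peaked at 33.3 and 31.6 FPKM at ZT 4 in young flies and at 7.21 and 7.94 FPKM at ZT 8 in old flies. For both genes the 2 young replicates at the peak lay above the 2 old ones, also after scaling. Over the day the log2 fold change was -0.99 for CR45457 and -1.02 for Cks30A (adjusted *P* values 0.189 and 0.115 in limma). The age test leaves out time of day, so that the daily cycle widens its standard error. With time of day as a factor, a setting chosen for single genes after the data were seen, the adjusted *P* values of these changes were 4.29e-07 and 4.39e-05 in limma, and 6.11e-08 and 2.08e-05 after scaling. In that setting CR45456 and CG17005 were also lower in old flies, with adjusted *P* values of 5.09e-07 and 1.37e-07 in limma. The 24 h interaction, which tests the rhythm relative to the level, had an adjusted *P* value of 0.966 for CR45457 and 0.803 for Cks30A in limma.

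CG9507 (FBgn0031808) lies on chromosome 2L from 6381266 to 6383419, inside the span of DIP-epsilon on the other strand. It fell from 7.69 ± 1.99 FPKM (SD, n = 12 libraries) to 5.20 ± 0.684 FPKM (SD, n = 12), a log2 fold change of -0.46 (adjusted *P* value 0.000238 in limma) and of -0.65 after scaling (5.40e-06). Its 24 h amplitude on the log2 scale was 0.37 in young and 0.095 in old flies, a difference with an unadjusted limma *P* value of 0.00361 and an adjusted one of 0.371. CG11425 (FBgn0037167), on chromosome 3L from 22474795 to 22475792, had an amplitude of 0.62 in young and 0.081 in old flies, with an adjusted interaction *P* value of 0.0266 in limma; 16 of the 24 fits that each left out one library kept it at 0.05 or below. RpL32 (FBgn0002626), on chromosome 3R from 30045229 to 30046161, had log2 amplitudes of 0.37 and 0.35 and an adjusted interaction *P* value of 0.992 in limma. The sign of its change in amplitude turned without replicate 1. Its maximum minus minimum on the deposited values was larger in old flies, at 436 FPKM against 246 FPKM in young flies. By the ARSER criteria RpL32 was rhythmic in young flies and not in old flies (ARSER *P* values 0.0106 and 0.173). Hr38 (FBgn0014859), on chromosome 2L from 20683462 to 20714588, rose from 8.60 and 8.39 FPKM to 16.8 and 18.1 FPKM at ZT 8 (from 9.49 and 9.31 to 15.7 and 17.1 after scaling). Its amplitude went from 0.71 to 1.22, with an unadjusted interaction *P* value of 0.000417 and an adjusted one of 0.100 in limma.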

RNA-seq expression plots for all FlyBase genes and isoforms are available at: http://hendrixlab.cgrb.oregonstate.edu/youngAndOldExpression.html.

In accordance with the diversity of alterations in CCG expression, expression of some core clock genes also showed significant changes. Although *tim* expression remained highly rhythmic throughout aging, it showed a decline in peak expression, in agreement with previous qRT-PCR studies in heads of male and female flies^21^,^22^. 

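The gene *tim* (FBgn0014396) lies on the minus strand of chromosome 2L from 3493986 to 3508119. Its FPKM was highest at ZT 16 in young flies, at 182 and 181 in the 2 replicates, and at ZT 12 in old flies, at 177 and 166. After scaling, the peaks were 197 and 197 in young and 174 and 163 in old flies, so both young replicates exceeded both old ones on either scale. The trough at ZT 4 moved further, from 16.7 and 17.5 FPKM in young to 52.0 and 53.9 FPKM in old flies (17.4 and 18.3 against 46.1 and 48.4 after scaling). Over the day *tim* averaged 96.6 ± 62.6 FPKM (SD, n = 12 libraries) in young and 112 ± 47.9 FPKM (SD, n = 12) in old flies, where the SD includes the daily cycle. The log2 fold change between ages was 0.46 (standard error 0.39, adjusted *P* value 0.303 in limma) and 0.24 after scaling (0.642). With time of day as a factor the standard error was 0.14 and the adjusted *P* values were 0.00494 before and 0.128 after scaling in limma. The 24 h amplitude on the log2 scale was 1.64 in young and 0.93 in old flies. The limma interaction test gave an unadjusted *P* value of 0.000434 and an adjusted one of 0.102 for this change of rhythm. In the authors' deposited table the ARSER *P* value of *tim* was 0.000178 in young and 6.07e-05 in old flies.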

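The gene *Clk* (FBgn0023076), on the minus strand of chromosome 3L from 7763233 to 7775603, averaged 33.9 ± 16.1 FPKM (SD, n = 12 libraries) in young and 31.2 ± 13.9 FPKM (SD, n = 12) in old flies. The log2 fold change between ages was -0.093 (standard error 0.27, adjusted *P* value 0.776 in limma) on the deposited values and -0.31 (adjusted *P* value 0.323) after scaling. With time of day as a factor the standard error was 0.084 (0.088 after scaling) and the adjusted *P* values were 0.322 before and 0.00488 after scaling in limma. The sign of the change depended on the replicates, with 0.077 without replicate 1. At ZT 20, the time of highest expression at both ages, the young replicates differed from each other, at 65.1 and 41.9 FPKM, and enclosed the old values of 53.5 and 48.0 FPKM. The amplitude was 0.85 in young and 0.82 in old flies, with an adjusted interaction *P* value of 0.974 in limma.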

*Clk* levels were highly rhythmic and not significantly reduced by day 55 (Fig. 2a); however, qRT-PCR with RNA from 75-day-old flies corroborated prior reports of a decline in *Clk* levels in very old age^21^ (Fig. 2b). In contrast with prior qPCR data^21^,^22^, RNA-seq revealed *per* peak expression to increase with age, and this was confirmed by qPCR (Fig. 2b). However, PER protein levels decreased significantly by day 55 (Fig. 2c,d; Supplementary Fig. 3), consistent with previous reports^21^,^22^. Thus, the opposite age-dependent changes in *per* and *tim* RNA levels suggest that the core circadian mechanism known in young flies may be altered during aging.

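The gene *per* (FBgn0003068) lies on the plus strand of chromosome X from 2685580 to 2692780. It peaked at ZT 16 in young flies with 9.25 and 8.16 FPKM and at ZT 12 in old flies with 14.4 and 16.7 FPKM. The order of the peaks held after scaling, at 10.0 and 8.91 against 14.2 and 16.4. Averaged over the day, *per* went from 4.48 ± 3.29 FPKM (SD, n = 12 libraries) to 8.68 ± 5.12 FPKM (SD, n = 12), a log2 fold change of 0.88 (standard error 0.34, adjusted *P* value 0.0262 in limma), which after scaling was 0.69 with an adjusted *P* value of 0.107. With time of day as a factor these adjusted values were 4.87e-06 and 8.70e-05 in limma (standard error 0.13 for both), and on the deposited values both old replicates exceeded both young ones at 5 of the 6 time points. The harmonic fit placed the peak at ZT 12.8 in young and ZT 10.6 in old flies. On the log2 scale the amplitude was 1.22 in young and 1.10 in old flies, and the limma interaction test, which takes amplitude and phase together, gave an adjusted *P* value of 0.0219. Of the 24 fits that each left out one library, 16 kept the adjusted value at 0.05 or below.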

### Late-life cyclers

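A test of the change of rhythm itself was run on the 9613 genes with a median of at least 1 FPKM at either age, with the interaction of age and the 24 h terms in one limma model of all 24 libraries. It called 33 genes at an adjusted *P* value of at most 0.05, 16 with a larger and 17 with a smaller amplitude in old flies, and 617 genes at an unadjusted one. In 27 of the 33 genes the fitted peaks of the 2 ages lay at least 2 h apart. With any single library left out, 18 to 30 genes were called, and 16 of the 33 were called in each of the 24 such fits. The lowest number came without the second young replicate at ZT 20. With one replicate of every time point left out no gene was called, although 30 of the 33 without replicate 1 and 29 without replicate 2 had an unadjusted *P* value of at most 0.05.

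Among the genes whose amplitude rose in both replicate cycles, the smallest adjusted *P* values were those of bnl, ImpL3, CG15784, chp and Hsp22, with CG16798 tied with the last of these and set after them by its unadjusted value. The amplitude of chp (FBgn0267435; chromosome 3R from 31204180 to 31210730) went from 0.17 to 0.48 log2 units (adjusted *P* value 0.00367 in limma). Among those whose amplitude fell in both cycles, the smallest were those of ort, trp, DIP-epsilon, Usp8 and Cpr64Ac. The amplitude of ort (FBgn0003011; chromosome 3R from 19659748 to 19663672) was 0.45 in young and 0.24 in old flies, with peaks at ZT 20.5 and ZT 5.51. For trp (FBgn0003861; chromosome 3R from 29914521 to 29920289) the amplitudes were 0.26 and 0.16, with the highest mean of the replicates at ZT 20 in young and ZT 4 in old flies. Usp8 (FBgn0038862; chromosome 3R from 21134262 to 21138214) had a larger swing, with amplitudes of 1.62 and 0.98.

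**Figure D2:**
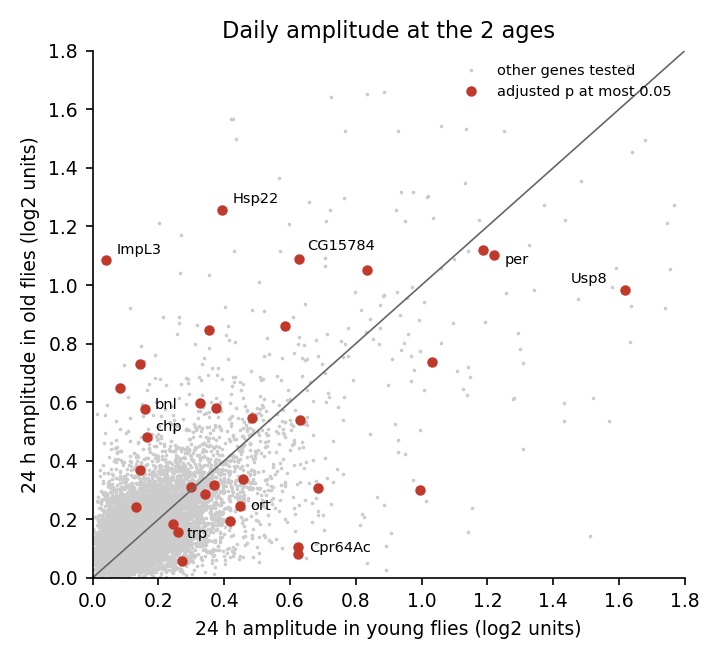
Amplitude of the 24 h fit on log2(FPKM + 1) in old flies (vertical axis) against young flies (horizontal axis) for the genes tested, with the line of equal amplitude. Filled points are the 33 genes with an adjusted *P* value of at most 0.05, which lie on both sides of the line; 44 other genes with an amplitude over 1.8 at either age are outside the axes.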

The most unexpected outcome of our analysis was the identification of a number of genes that adopted *de novo* rhythmic expression or robustly increased amplitudes in old flies. We named this gene subset ‘late-life cyclers' or LLCs. To computationally identify LLCs, we developed a scoring metric called the differential rhythmicity score (*S*_DR_). The *S*_DR_ accounts equally for both the difference in the rhythmicity score, defined as the negative log of the ARSER *P* values for the respective age groups, and the differential robustness, or the log fold change in the max–min expression (see Methods). 

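The score was recomputed for 9612 genes that met the criteria of the Methods, as the sum of the standardized difference of the log ARSER *P* values and the standardized log ratio of maximum minus minimum FPKM, divided by the square root of 2. Scores ranged from -5.34 to 7.20, and a Gaussian fitted to their histogram had a mean of 0.0213 and an SD of 0.932, below the sample SD of 1.05. At an FDR of 0.05, with a two-sided *P* value, 32 genes gained and 34 lost rhythm. At an unadjusted *P* value of 0.05 these numbers were 331 and 414. The sample mean and SD in place of the fitted Gaussian moved the counts most, to 12 and 10 genes, although leaving out replicate 2 also gave 12 gains. The maximum to minimum ratio in place of maximum minus minimum gave 64 and 90 genes, and 16 of these gains were among the 32. All 32 genes gaining rhythm also had a higher mean FPKM in old flies, 31 of them after scaling, and 8 of them were not rhythmic in old flies by the ARSER criteria. The highest scores belonged to ImpL3, Hsp22 and MRP. Supplementary Data 2 lists 9610 genes, of which 1999 are held here, and all 39 genes it marks as significant are among those.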

We identified genes with significant *S*_DR_ values at an FDR of 0.05 (Fig. 3a, Supplementary Fig. 4a, Supplementary Table 3)^23^. This method successfully identified genes with strong loss or gain in expression rhythmicity with age; however, some LLC-like genes of potential interest that do not make the cutoff are shown in Supplementary Fig. 4b. 

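The lowest scores were those of Acp1 at -5.34, Arr2 at -5.10, CG7214 at -4.96, CG15760 at -4.78 and Lsp2 at -4.58, named here after their values were seen. Of the 34 genes losing rhythm by the score, 15 were rhythmic in young flies by the ARSER criteria and 25 had a lower mean FPKM in old flies, or 31 after scaling. Acp1 fell from a mean of 2.00 FPKM to 0.0287 FPKM, and maximum minus minimum fell with it from 7.38 to 0.279 FPKM. Arr2 was the opposite case, with maximum minus minimum at 2140 FPKM in young and 2111 FPKM in old flies, so that its score came from the ARSER *P* values.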

Another set of genes with rhythms abolished during aging are listed in Supplementary Fig. 4c. A complete list of genes ranked by *S*_DR_ can be found in Supplementary Data 2.

Supplementary Table 4 summarizes properties of the top 25 LLCs. 

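Of the genes gaining rhythm by the score, 24 were rhythmic in old flies and met the gene-level criteria for LLCs; the criterion on isoforms was not used here, since the tables list genes. Of these, 20 are among the 24 genes labelled in Fig. 3a, and 3 were already rhythmic in young flies. The log2 amplitude was larger in old flies for all 24, and with a pseudocount of 0.1 for 23, without CG14545; the genes had been chosen on these libraries for a larger swing in old flies. By the interaction test 8 of the 24 had an adjusted *P* value of at most 0.05 in limma and 21 an unadjusted one. For the list of Fig. 3a, 8 genes passed over all genes tested and 20 passed when the *P* values were adjusted over the list alone, but that list was chosen on these same libraries and the second number is not independent evidence. The mean FPKM was higher in old flies for all 24 genes of Fig. 3a, with an adjusted *P* value of at most 0.01 in limma for 23 of them on the deposited and on the scaled values. Hsp70Bb and Hsp70Bc, in that figure, are neighbouring copies whose reads the counting could have split.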

21 have predicted orthologs in humans according to the DRSC Integrative Ortholog Prediction Tool (DIOPT (ref. 24)). 

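Symbol prefixes fixed in advance were used to compare families, since no annotation of gene function was used here. The 10 heat shock protein genes expressed had a median rise in log2 amplitude of 0.053, which lay at percentile 91.0 of 10000 random lists of as many genes matched on mean expression. The amplitude was higher in old flies for 5 of the 10. The interaction test called 2 of them, Hsp22 and Hsp26. In contrast, the median change was -0.078 for 30 glutathione *S*-transferases and -0.087 for 28 antimicrobial and immune-induced genes, both at percentile 0 of the random lists. The members went both ways, with a higher amplitude in old flies for 13 of the 30 and 11 of the 28. The interaction test called 0 genes of either family, with 11 and 3 at an unadjusted *P* value of at most 0.05. A median over a family is another measure than the enrichment of terms among LLCs that the paper reports, which was not tested here. Of the heat shock protein genes, Hsp22, Hsp26, Hsp70Bb and Hsp70Bc were among the LLCs called here.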

Functional analysis using DAVID v6.7 (ref. 25) revealed the terms ‘heat shock' and ‘stress response' to be enriched among the top LLCs (FDR 0.05). Published microarray data sets reported 16 of the 25 LLCs to be upregulated under oxidative stress (OS) when tested at one unspecified time of day^26^,^27^,^28^,^29^ (Supplementary Table 4). Figure 3b shows superimposed RNA-seq expression plots for LLCs that were upregulated by OS in at least two previous single-time-point studies. Strikingly, all of these genes peaked within two hours of night onset, suggesting that they may be governed by common regulatory mechanisms. 

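In the authors' deposited table the phase in old flies was 12.0 h for Hsp22 and CG6428, 12.2 h for CG15784, 12.3 h for ImpL3, 12.7 h for CG7130 and 13.5 h for bnl. For Hsp26 the authors' deposited table gives 9.29 h and for CG10383 8.43 h. The highest mean of the 2 replicates fell at ZT 12 for ImpL3, Hsp22, CG7130, CG6428 and Hsp26, at ZT 16 for bnl and CG15784 and at ZT 8 for CG10383. Neighbouring time points were not always distinguishable, since the replicates of Hsp22 at ZT 16 were 252 and 476 FPKM and CG15784 differed less between ZT 12 and ZT 16 than between its replicates at ZT 12. Hsp26 (FBgn0001225; chromosome 3L from 9376418 to 9377427) reached 11.9 and 14.3 FPKM at ZT 12, with a trough of 4.43 and 3.95 FPKM at ZT 20. CG10383 (FBgn0032699; chromosome 2L from 18690904 to 18695602) reached 14.5 and 17.7 FPKM at ZT 8 and fell to 9.56 and 8.66 FPKM at ZT 20. CG6428 (FBgn0029689; chromosome X from 3965435 to 3968655) reached 12.8 and 14.6 FPKM, against 9.32 and 7.87 FPKM at its trough at ZT 4. The interaction test gave adjusted *P* values of 0.0384 for Hsp26, 0.0645 for CG10383 and 0.372 for CG6428 in limma, and that of Hsp26 stayed at 0.05 or below in 5 of the 24 fits that each left out one library. From the shared time of the peaks, the paper proposes that these genes may be under common regulation.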

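With ARSER phases placed in bins of 4 h around each sampled time, 17 of the 24 LLCs (70.8%) peaked at ZT 8 or ZT 12 in old flies, 7 at ZT 8 and 10 at ZT 12. Among all 1887 genes rhythmic in old flies this share was 20.3%, and none of 100000 random sets of 24 of these genes reached 17 (one-sided permutation test, *P* = 1e-05, the smallest value this number of sets can give). The LLCs were selected for a gain of rhythm and not directly for phase. Of the 24 LLCs, 3 were rhythmic in young flies, against 922 of the 1887 genes drawn from. The test therefore does not separate the phase of LLCs from that of genes not rhythmic in young flies. For the genes labelled in Fig. 3a the share was 79.2%. By contrast, 72.5% of the genes rhythmic in young flies and 61.6% of those rhythmic in old flies peaked at ZT 20 or ZT 0. These last shares depended on the common scale of the libraries, which was itself highest at ZT 0. When ARSER was rerun on the scaled values, a setting chosen after the data were seen, they were 43.1% and 38.6%, against 33.3% for an even spread over the day. The share of LLCs peaking at ZT 8 or ZT 12 was then 77.3% (17 of 22 genes) against 45.2% of the genes rhythmic in old flies (one-sided permutation test, *P* = 0.00218).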

The strong enrichment of LLCs peaking in the late day/early night starkly contrasts with the global phases of genes rhythmic in young or old flies, which peaked predominantly in the early day/late night (Fig. 3c).

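ImpL3 (FBgn0001258; chromosome 3L from 6259105 to 6262694) rose from 2.69 ± 0.621 FPKM (SD, n = 12 libraries) in young to 27.8 ± 16.3 FPKM (SD, n = 12) in old flies, where the 2 replicates at ZT 12 gave 43.3 and 63.7 FPKM and those at ZT 0 gave 12.9 and 8.73 FPKM. Its log2 amplitude went from 0.041 to 1.09 (adjusted interaction *P* value 0.00111 in limma), and it had the highest score, 7.20. Hsp22 (FBgn0001223; chromosome 3L from 9372931 to 9374964) rose from 12.0 ± 3.17 FPKM to 240 ± 149 FPKM (SD, n = 12), with 431 and 443 FPKM at ZT 12 and 81.7 and 83.4 FPKM at ZT 0 in old flies. Its amplitude was 0.39 in young and 1.26 in old flies (adjusted interaction *P* value 0.00367), and its score was 6.72. For bnl (FBgn0014135; chromosome 3R from 19794073 to 19836817) the mean went from 3.21 ± 0.513 to 13.0 ± 4.35 FPKM (SD, n = 12), the amplitude from 0.16 to 0.58 (adjusted interaction *P* value 0.00111) and the score was 4.63.

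CG15784 (FBgn0029766; chromosome X from 5429571 to 5432526) was, like Hsp22, already rhythmic in young flies by the ARSER criteria, with 95.3 and 103 FPKM at ZT 8, and both old replicates reached 1102 FPKM at ZT 16. Its amplitude went from 0.63 to 1.09 (adjusted interaction *P* value 0.00219) and its score was 3.51. CG7130 (FBgn0037151; chromosome 3L from 22075056 to 22075756) rose from 3.26 ± 0.856 to 19.0 ± 5.07 FPKM (SD, n = 12) and had a score of 4.28. Its amplitude on the log2 scale went from 0.19 to 0.48, a change that the interaction test did not tell from replicate error (unadjusted *P* value 0.0663, adjusted 0.804). For each of these 5 genes all 12 old libraries lay above all 12 young ones. The log2 fold changes between ages were 2.77, 3.98, 1.68, 3.15 and 2.22 for ImpL3, Hsp22, bnl, CG15784 and CG7130, and 2.58, 3.77, 1.50, 2.93 and 2.02 after scaling.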

We focused on the five LLCs with the most dramatic gains of rhythmicity for further investigations: small heat shock protein *Hsp22*; fibroblast growth factor ortholog *bnl*; lactate dehydrogenase (*ImpL3*); Hsp40-like *CG7130*; and *CG15784*, which bears homology to the mammalian histidine-rich glycoprotein (*HRG*) according to DIOPT. Independent qPCR experiments in flies aged to 5, 35, 55 and 75 days confirmed increased expression of these genes in 55-day old and showed even further increase in heads of very old (75 days) females (Fig. 3d). Middle-aged females already showed mild increase in the expression of these genes (Supplementary Fig. 5). Altogether, these data reveal LLC mRNA levels exhibit strong age-dependence. These effects are not sex dependent as LLCs showed similar expression changes in heads of 5-day versus 55-day males (Fig. 3e).

### Oxidative stress induces LLC rhythms in young flies

We hypothesized that oxidative stress (OS), which increases during aging^14^,^30^, might play a role in the rhythmic activation of LLCs in old flies. To test this, we exposed young *w* flies to continuous hyperoxia (HO; 100% O_2_). As the maximum lifespan under these conditions was 5–6 days, we collected flies at 4 h intervals on the fourth day after HO onset (Methods, Fig. 4a). Remarkably, HO induced robust rhythmic expression of the tested LLCs in these young flies (Fig. 4b), similar to those seen in old flies (Fig. 3d). Furthermore, HO reproduced in young flies the opposing changes in *per* and *tim* expression observed during aging (Fig. 2b, Supplementary Fig. 6a). These results suggest that oxidative stress contributes to rhythmic LLC upregulation in aging flies.

Because constant hyperoxia induced rhythmic rather than constitutive LLC transcription, we tested whether CLK is involved in LLC regulation by measuring their expression in young *Clk*^*out*^ mutants collected on the 4th day in HO. Remarkably, this exogenous OS failed to significantly upregulate *ImpL3*, *bnl* and *CG15784* in *Clk*^*out*^ flies relative to *w* controls in normoxia (Fig. 4c). Even for heat-shock LLCs *Hsp22* and *CG7130*, the upregulation in HO-treated *Clk*^*out*^ flies was less significant than in HO-treated *w* flies. These results support an essential role for CLK in promoting rhythmic LLC upregulation during OS.

Interestingly, although *tim* expression in *Clk*^*out*^ mutants was arrhythmic as expected, *per* expression in these HO-treated mutants remained weakly rhythmic, similar to several LLCs (Supplementary Fig. 6b). This suggests that CLK-independent mechanisms also contribute to rhythmic upregulation of *per* and some LLCs during OS.

### Age-induced expression of putative primary piRNAs

We performed *de novo* transcript assembly using StringTie^31^ and Cuffmerge^19^ and found 154 unannotated genes with multi-exonic transcripts (Supplementary Data 3). Twenty two of these were rhythmic in old flies (Supplementary Table 4), and five exhibited LLC-like behaviour (Fig. 5a). Among these five, only one (hereafter ‘*crescendo*') is conserved across several insects according to the 27 insect alignment and associated phastCons analysis from UCSC Genome Bioinformatics^32^ (Fig. 5b). While *crescendo* partially overlapped both a TE and a piRNA cluster annotation in the sense strand, the other four fully overlapped transposable elements (TEs) in antisense and mature Piwi-interacting RNAs (piRNAs) in the sense strand^33^, implicating these four as primary piRNA transcripts^34^ (Supplementary Fig. 7).

We measured *crescendo* expression by qPCR in heads of 5-, 55- and 75-day old females, and observed an exponential increase with age, with the greatest increase occurring between days 55 and 75 (Fig. 5c). As it oscillated in the same phase as other tested LLCs, we measured *crescendo* levels in HO-exposed flies; however, it was not significantly upregulated (Supplementary Fig. 8), suggesting that *crescendo* is not induced directly by HO but may be stimulated in response to other age-associated changes.

### Differential gene expression independent of time-of-day

Our round-the-clock data afforded a high-confidence measure of age-dependent changes in average expression level for all genes, by treating individual samples from different time points as replicates. Among genes with an FPKM>1 in young or old flies, we found 1,504 genes to be significantly downregulated by the age effect (FDR 0.01) and 1,307 genes to be upregulated (Fig. 6a; Supplementary Data 4). Of these, the 583 genes upregulated and the 676 genes downregulated by >50% during aging are shown in Fig. 6b. 

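The age effect was tested with limma on log2(FPKM + 1) for the 9809 genes with a mean above 1 FPKM at either age, with the 12 libraries of each age as replicates; Cuffdiff's own test needs the alignments and was not rerun. At an adjusted *P* value of at most 0.01, 4264 genes were higher and 1064 lower in old flies, so that 80.0% of the changed genes were higher. These numbers compare values from 2 tables on different scales, and the median of all genes was itself shifted by 0.22 on the log2 scale. After scaling the libraries, 2012 genes were higher and 2046 lower, 49.6% higher, with a median shift of 0.025. Quantile normalization, which moved the first count most, gave 1911 and 2053 genes, and leaving out replicate 1 moved the second most by its ratio, to 496. Supplementary Data 4 lists 17402 genes, of which 1999 are held here. For 1369 of these the deposited log2 ratio of old to young exceeded that of the paper's table by 0.22 with an SD of 0.0076 across genes.

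**Figure D3:**
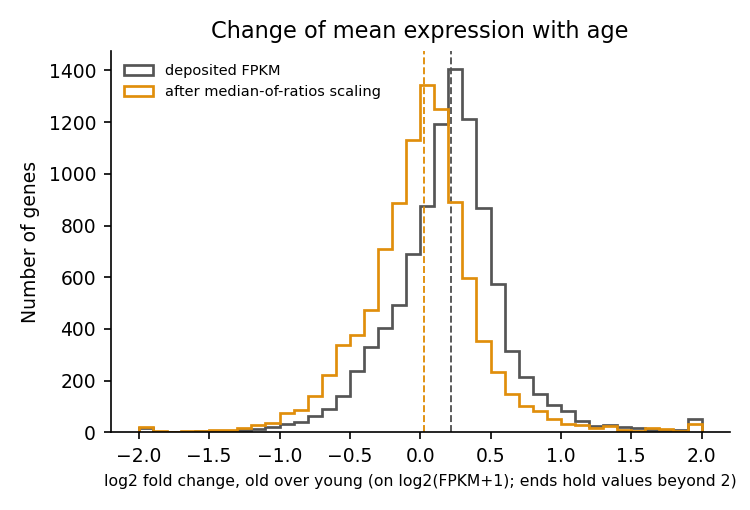
Number of genes (vertical axis) by log2 fold change of old over young (horizontal axis, bins of 0.1) on the deposited values and after median-of-ratios scaling. Dashed lines mark the medians, 0.22 and 0.025.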

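With the added requirement that the ratio of mean FPKM be at least 1.5 either way, 1530 genes were higher and 363 lower on the deposited values, and 715 and 806 after scaling. Unlike in Fig. 6b, no genes were left out for a difference between replicates. The 715 genes were all among the 1530, and the 806 included all of the 363. The 22 genes labelled in Fig. 6a went with their place in the figure, 11 higher and 11 lower in old flies, each with an adjusted *P* value of at most 0.01 in limma with and without scaling. Among those higher, Arc1 (FBgn0033926; chromosome 2R from 14357927 to 14360297) rose from 69.4 ± 8.30 FPKM (SD, n = 12 libraries) to 462 ± 55.0 FPKM (SD, n = 12), a log2 fold change of 2.72 (2.50 after scaling, adjusted *P* value 6.97e-18 in limma). Nplp3 (FBgn0042201; chromosome 3L from 16318024 to 16318690) fell from 204 ± 53.2 FPKM to 14.7 ± 8.04 FPKM (SD, n = 12), a log2 fold change of -3.78 (adjusted *P* value 9.50e-15; 1.39e-15 after scaling, both in limma).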

We found the ‘housekeeping gene' *Act5C* (actin) in the strongly upregulated subset (Supplementary Fig. 9), indicating that it is a poor endogenous control for age-dependent qPCR experiments in *Drosophila*. 

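Act5C (FBgn0000042) lies on the plus strand of chromosome X from 5900861 to 5905399. It rose from 230 ± 24.4 FPKM (SD, n = 12 libraries) in young to 426 ± 37.7 FPKM (SD, n = 12) in old flies, and each old library lay above each young one. The log2 fold change was 0.89 (standard error 0.062, adjusted *P* value 7.90e-12 in limma) on the deposited values. After scaling it was 0.67 (adjusted *P* value 5.25e-09), and the ratio of the means was 1.85 before and 1.59 after scaling. Act5C is a member of the actin gene family, so reads shared with its close copies could have been split between them.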

Notably, 33.5% of differentially expressed genes (FDR 0.01, fold-change ≥1.5) were robustly rhythmic in young flies, old flies, or both.

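Of the 1893 genes changed at least 1.5-fold, 33.7% were rhythmic in young or old flies by the ARSER criteria, against 30.6% of all genes tested for age and 29.8% of those not so changed. For the 1521 genes so changed after scaling, the share was 31.7%. With Benjamini-Hochberg adjusted ARSER values the share moved most, to 4.81% against 5.02% of all genes tested.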

Functional analysis with DAVID revealed several enriched annotation clusters for differentially expressed genes. Gene ontology terms related to immune response, glutathione metabolism and response to cellular and genotoxic stress were enriched among upregulated genes; terms associated with neural function, locomotory behaviour, ion homoeostasis and response to entrainment cues were enriched among downregulated genes (Fig. 6; Supplementary Data 5).

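Families defined by symbol prefix were tested with camera on the limma age coefficient, against all other genes. Medians are given relative to the shift of all genes, so that the scale of the tables does not enter. The median log2 fold change relative to all genes was 0.37 for 30 glutathione *S*-transferases (adjusted *P* value 0.00104; 0.35 after scaling) and 1.95 for 5 Turandot genes (adjusted *P* value 0.0447; 1.93 after scaling). It was -0.57 for 10 nicotinic acetylcholine receptor subunits (adjusted *P* value 2.82e-07; -0.60 after scaling) and -0.82 for 20 genes with the prefix of the cuticle proteins (adjusted *P* value 4.18e-08; -0.77 after scaling). For 10 heat shock protein genes it was 0.61 with an adjusted *P* value of 0.0661, and for 29 antimicrobial and immune-induced genes 0.38 with an adjusted *P* value of 0.233. The 85 ribosomal protein genes were raised by 0.12 (adjusted *P* value 0.0481). In all, 5 of the 7 families were called at 0.05, and all 7 were called by camera after scaling. By fry, which estimates the correlation between genes, all 7 were called on the deposited values. It tests each family against no change and not against other genes, so the shift of all genes enters those calls. On the scaled values fry left out the ribosomal proteins, with an adjusted *P* value of 0.0667. In numbers of genes, 27 of the 30 glutathione *S*-transferases and 27 of the 29 immune-induced genes were higher in old flies, as against 1 of the 10 receptor subunits. After scaling these numbers were 24, 25 and 1.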

## Discussion

This genome-wide study uncovers the diverse changes in daily RNA expression patterns that occur in heads of aging flies and provides new insights into mechanisms linking clock function and protection from oxidative damage. We show that during aging, several LLCs adopt *de novo* transcriptional rhythms that can also be induced in young flies by exogenous oxidative stress. Because OS directly promotes neurodegeneration in flies^26^ and mice^16^, LLCs may be a missing link underlying observations that age-related increases in OS are exacerbated by disruption of circadian clocks^8^,^14^, and that clock mutations accelerate OS-induced neurodegeneration in aging flies^15^ and mice^16^. Interestingly, a recent postmortem study of gene expression in the human brain reported some daily transcript levels to show significantly better correlations with sinusoidal curves in the ≥60-yr-old group than in the <40-yr-old group^35^, suggesting potential conservation of the LLC phenomenon.

In addition to identifying numerous annotated genes with *de novo* rhythmicity in old flies, we also identified LLC-like putative primary piRNAs overlapping transposons in antisense. Because transposon mobilization increases during aging and may contribute to age-related neuronal decline in *Drosophila*^36^, we propose that late-life activation of circadian piRNA expression is a novel strategy by which the molecular oscillator preserves genomic integrity during aging.

Our study provides first insights into the mechanism of LLC regulation, which involves CLK, the rate-limiting master regulator of circadian transcription in *Drosophila*^37^. Our data support a model in which the circadian system enlists LLCs late in life to mitigate damage resulting from potentially diverse sources of cellular and genotoxic stress that accumulate during aging.

## Methods

### Fly rearing and hyperoxia treatment

*Drosophila melanogaster* were raised on a standard yeast (35 g l^−1^), cornmeal (50 g l^−1^) and molasses (5%) diet at 25±1 °C, under a light-dark (LD) 12:12h regimen. Mated flies were kept in groups of 50 males or 50 females in 300 ml round bottom polypropylene ventilated bottles (Genesee Scientific, San Diego, CA). Diet was changed three times a week without anaesthesia. The following genotypes were used in this study: *w*^*1118*^ (control) and *Clk*^*out*^ (ref. 38). To induce oxidative stress by hyperoxia (HO), 5-day-old flies of each genotype were placed in clear, airtight chambers with 100% O_2_ flow-through at atmospheric pressure, starting at ZT0. Control flies remained in normoxia (NO) next to the chambers. Two biological replicates of 25–50 flies each in HO or NO were collected simultaneously every 4 h for one 24 h cycle starting at 72 h after HO onset in LD or DD as shown in Fig. 4a.

### RNA extraction and qRT- PCR

One biological replicate of 50 flies was collected every 4 h for two 24 h cycles starting at ZT0 (lights on) for qRT-PCR. Each sample of 25–50 fly heads was homogenized in TRIzol Reagent (Thermo Fisher, Waltham, MA) using a Kontes handheld motor and pestle, and RNA was extracted according to the manufacturer's instructions. Samples were treated with rDNase I (Takara, Japan), followed by a phenol/chloforom extraction and ethanol/sodium acetate precipitation. Complementary DNA (cDNA) was synthesized from 1 μg of RNA using the iScript cDNA synthesis kit (Bio-Rad, Hercules, CA), or the Maxima First Strand cDNA Synthesis Kit for RT-qPCR (Thermo Fisher, Waltham, MA). Real-time PCR was performed with Power SYBR Green PCR Master Mix (Thermo Fisher, Waltham, MA) on a StepOne Plus Real-Time machine (Applied Biosystems, Foster City, California). Primers were obtained from Integrated DNA Technology (Coralville, Iowa), and all primer sets were verified to have >90% efficiency. Primer sequences are given in Supplementary Table 6. Data were analysed using the 2^−ΔΔCT^ method, using *Decapping protein 2* (*DCP2*) as the endogenous control for normalization. 

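DCP2 (FBgn0036534), on the minus strand of chromosome 3L from 15818734 to 15826423, had 53.9 ± 3.68 FPKM (SD, n = 12 libraries) in young and 54.7 ± 3.04 FPKM (SD, n = 12) in old flies. The log2 fold change was 0.020 (adjusted *P* value 0.677 in limma) on the deposited values. It was -0.20 after scaling, with an adjusted *P* value of 0.00242, and -0.056 without replicate 2. In the authors' deposited table the ARSER *P* value was 0.193 in young and 0.505 in old flies.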

*DCP2* was selected based on its low variance between time points and ages according to RNA-seq and qPCR (Supplementary Fig. 9). Data for ZT 24 of cycle 1 at day 5 is repeated for ZT 0 of cycle 2 at day 5 for the experiment in females aged to 5, 55 and 75 days.

### Western blotting

Heads of 5 and 55 day-old females (three biorepeats of 20 heads per timepoint for each age) were homogenized in Laemmli buffer, sonicated, boiled at 100 °C for 5 min and centrifuged at 12,000*g* at 4 °C. A constant ratio of the buffer (7 μl per head) was used to ensure equal protein loading and separation on NuPAGE 4–12% gradient acrylamide gel (Life Technologies). Proteins were transferred to the 0.45 μm polyvinylidene fluoride (PVDF) Immobilon-FL membrane (Millipore Billerica, MA) and stained for 5 min with REVERT Total Protein Stain Kit (Li-Cor Biosciences). After staining, membranes were scanned in the 800 channel on the Odyssey Infrared Imaging system to quantify the total protein. The staining was reversed using the same kit, and the membranes were incubated in 1 × TBST (10 mM Tris, 0.15 M NaCL, 0.1% Tween-20, pH 7.5)+5% dry milk for 2 h, then overnight at 4 °C with 1:15,000 anti-PER (gift from Dr J. Price)^39^ in blocking buffer. Membranes were treated for 2 h with 1:20,000 goat anti-rabbit IRDye800 (catalogue # 926–32211, LI-COR Biosciences, Lincoln, NE) diluted in Odyssey Blocking Buffer. After washes, PER signal was quantified relative to total protein using the LI-COR Odyssey Infrared Image Studio software according to the manufacturer's instructions. Uncropped version of the PER western blot is present in Supplementary Fig. 3.

### Fragment library preparation and RNA sequencing

Following poly(A) selection of RNA samples purified as above, strand-specific cDNA libraries were prepared using Illumina's TruSeq stranded mRNA kit (100 bp paired-end) following the manufacturer's directions, then sequenced on Illumina HiSeq 2000 with parallel samples from young and old heads multiplexed in the same lane.

### Read alignment and quantification of transcript abundance

Raw RNA-seq reads were filtered to exclude reads with mean quality scores <30 and to trim 3′ ends with mean quality <30, using the program skewer^40^. Filtered reads were aligned to the *Drosophila melanogaster* genome (BDGP release 6.06/dm6) using TopHat version 2.0.14 with a max intron length of 10,000. Aligned reads from individual time points were submitted to StringTie v1.2.0 for novel transcript assembly, with minimum junction coverage of 2; release 6.06 of the FlyBase genome annotation was used to guide the assembly process. The resulting list of novel transcripts was refined with Cuffmerge from the Cufflinks package (v2.2.1). Cuffdiff was used to compute abundance of genes and transcripts in units of Fragments Per Kilobase of transcript per Million mapped reads (FPKM) for novel genes and isoforms, separately from those annotated in the FlyBase genome annotation. We note that expression of some *de novo* assembled transcripts, including the four LLC-like putative primary piRNA transcripts (Fig. 5), could not be reliably quantified because most of their reads aligned with high per cent identity to multiple genomic loci according to Bowtie 2 (ref. 41). However, each of these four assembled transcripts aligned only once with 100% identity according to the UCSC Genome Bioinformatics BLAT tool.

Because of their short length resulting in unstable FPKM calculations, pre-microRNA hairpins were excluded from all subsequent analyses.

All genome browser tracks showing RNA-seq reads were generated in the Integrative Genomics Viewer (IGV)^42^.

### Gene expression rhythmicity detection

Rhythmic transcripts with 24-h periodicity were identified using ARSER (ref. 20), JTK_CYCLE^43^ and empirical JTK_CYCLE^44^ (Supplementary Table 1; Supplementary Fig. 2a). For all three programs, input data was formatted as a series of two daily cycles. The *P* value used as a significance threshold for empirical JTK_CYCLE was the empirical *P* value. Genes reported as rhythmic have a median expression ≥1 FPKM, a max/min fold-change ≥1.5 and a *P* value≤0.05 in accordance with published thresholds for rhythmicity detection^5^,^45^. Although all three methods showed substantial agreement (Supplementary Fig. 10), ARSER showed the strongest proportional overlap between genes rhythmic in old versus young flies (Supplementary Table 7). Thus, to be conservative when identifying age-dependent changes in rhythmicity, we used ARSER output for subsequent analyses. For basic comparisons, we define ‘highly rhythmic' as *P* value≤0.01, and arrhythmic as *P*>0.5. For comparison of overlap between our set of genes rhythmic in young females and genes reported by others as rhythmic in heads of young males^3^, we evaluated the per cent overlap with genes that mapped to IDs in Flybase release 6.06.

### Differential rhythmicity analysis

We assigned an *S*_DR_ to each gene having an ARSER *P* value<1 and median expression ≥1 FPKM in young or old flies, and nonzero expression in at least one time point in young and old flies. We then assigned *P* values to these normally distributed *S*_DR_ values and subsequently computed their false discovery rates (FDRs) using the BH procedure to adjust for multiple hypothesis testing (Supplementary Fig. 4a and b)^23^. Among the resulting set of significantly (FDR 0.05) differentially rhythmic genes, we defined our top LLCs as those rhythmic in old flies (max/min fold-change≥1.5 and ARSER *P* value≤0.05) with at least one isoform satisfying the rhythmicity criteria imposed at the gene level in old flies (Fig. 3a).

When identifying genes with the strongest improvements in rhythmicity with age, we found that many genes either showed trivial expression levels and low peak/trough fold change in young but robust amplitudes in old, or showed enhanced precision in the periodicity of their expression with age. A few, including *ImpL3*, fell into both of these categories. We sought to define a metric that would incorporate these two patterns of differential rhythmicity, and to this end we developed a differential rhythmicity score calculated as follows:

*S*_DR_ is the sum of two Z-scores divided by 

; the factor of 

 in the denominator ensures that it obeys a standard normal distribution. The first term, *Z*_P_, is a Z-score computed for the age-dependent change in periodicity, 
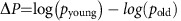
, using the *P* values from ARSER in young and old. The second term *Z*_R_, is a Z-score for the differential robustness Δ*R*, the log fold change in the effective amplitude, given by

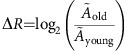

where 

 is the effective amplitude, max FPKM–min FPKM. Each of these Z-scores showed a normal distribution, as did the combined score *S*_DR_ (Supplementary Fig. 4a). A *P* value was computed for each *S*_DR_ using a Gaussian distribution based on the fit to the empirical distribution of *S*_DR_ values, and the BH procedure was used to compute FDRs.

The custom Perl scripts that we used to implement this analysis can be found at http://hendrixlab.cgrb.oregonstate.edu/LLCs.html

For the bar plots in Fig. 3c, phases from ARSER were rounded to the nearest integer and mapped to bins of size (4*n*−2, 4*n*+2) for *n*=0, 1, ..., 5, where each integer 4*n* is a time point sampled for RNA-seq.

### Differential expression analysis

To identify age-induced differential expression independent of time of day, aligned reads for each individual data point (single fly cohort at single-time-point) were treated as replicates segregated by age into either the day 5 or day 55 group. Cuffdiff was run to compute average expression over samples for a given age, and to identify significantly differentially expressed genes. Using all the samples for a given age in a batch analysis using Cuffdiff properly identifies genes that are consistently differentially expressed due to age, regardless of time of day. The DAVID Functional Annotation Tool (https://david.ncifcrf.gov/summary.jsp) was used to identify enriched functional annotations among significantly upregulated or downregulated genes having a minimum FPKM of 1 in young or old and a fold change ≥1.5. In addition, 525 out of the 582 upregulated genes and 572 of the 676 downregulated genes mapped to DAVID IDs. For annotation we included biological process and molecular function gene ontology (GO) terms, as well as KEGG pathways. For functional annotation clustering we used default classification stringency (Medium). The top 10 annotation clusters are summarized next to the heat map in Fig. 6a. Because DAVID does not provide names for the annotation clusters, we assigned names that globally represented the terms present in each cluster. Complete results of GO analyses are presented in Supplementary Data 5.

### Data availability

Data for RNA-seq and processed files have been deposited to NCBI Gene Expression Omnibus (GEO) under the accession number GSE81100. RNA-seq expression plots for all FlyBase genes and isoforms are available at: http://hendrixlab.cgrb.oregonstate.edu/youngAndOldExpression.html.

All other data supporting the findings of this study are included in the manuscript and its supplementary files or are available from the corresponding authors on request.

## Additional information

**How to cite this article:** Kuintzle, R. C. *et al*. Circadian deep sequencing reveals stress-response genes that adopt robust rhythmic expression during aging. *Nat. Commun.* **8,** 14529 doi: 10.1038/ncomms14529 (2017).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures, Supplementary Tables and Supplementary References

Supplementary Data 1 Rhythmicity Classification for Genes and Transcripts. Sheet one contains ARSER-reported p-values, q-values (BH-corrected p-values), and phases for all genes, as well as median expression values and max/min expression fold change (FC), computed after adding a pseudo-count (lowest nonzero expression value) to the max and min values to avoid divide by zero errors. Sheet 2 contains p-values and BH q-values for three oscillatory clock genes according to ARSER, JTK_CYCLE, and empirical JTK_CYCLE (Methods).

Supplementary Data 2 LLC Analysis and Results. Differential rhythmicity scores (SDR) and statistics for all genes with an ARSER p-value < 1 in young or old flies, median expression ≥ 1 FPKM in young or old, and nonzero expression in at least one time point in young and old flies to prevent divide-by-zero errors. ZP = Z-score for the periodicity difference; ZR = Z-score for the robustness difference; Max-Min = difference in highest and lowest expression values. The Z-score column corresponds to the SDR Z-score computed using mean and standard deviation values from a Guassian fit. For more details, see Methods.

Supplementary Data 3 Putative Novel Gene Annotation. This file in gtf format contains predicted genomic locations for all multi-exonic genes from novel transcript assembly (Methods) that were not associated with genes annotated in release 6.06 of the FlyBase gene model annotation.

Supplementary Data 4 Age-Related Differential Expression. Raw Cuffdiff output for daily averages of old flies vs. young (Methods).

Supplementary Data 5 DAVID Functional Annotation Output. Genes strongly up- or down-regulated (FDR 0.01) according to Cuffdiff, with an age-related fold change ≥ 1.5 and an FPKM ≥ 1 in either young or old, were analyzed for functional annotation enrichment using DAVID Functional Annotation Tool (https://david.ncifcrf.gov/summary.jsp). Genes with significant (FDR 0.05) disparities in expression between biological replicates according to Cuffdiff were excluded. This file contains DAVID Functional Annotation Chart and Functional Annotation Clustering output. See Methods for further information.

## Figures and Tables

**Figure 1:**
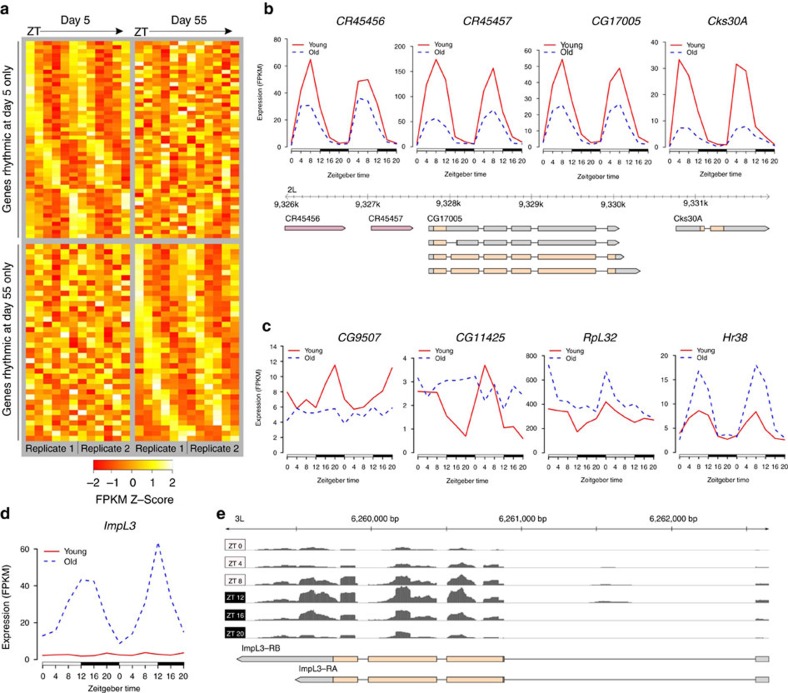
RNA-seq reveals diverse classes of age-dependent rhythmicity changes. (**a**) Heat map representing loss or gain of gene expression rhythmicity with age. Each column represents a single-time-point for a single-replicate sampled at 4 h intervals starting at Zeitgeber Time (ZT) 0. Hue represents the Z-score (FPKM minus mean over s.d.) of each gene (row) at each time point (column) for a given biological replicate. Genes in the top half are rhythmic in young and arrhythmic in old; those in the bottom are rhythmic in old and arrhythmic in young (Methods). (**b**–**d**) RNA-seq gene expression profiles; each period of ZT 0–20 represents a distinct biological replicate. (**b**) Coordinated, reduced amplitude in expression of circadian genes at the *Cks30A* gene locus. (**c**) Examples of genes rhythmic only in young (*CG9507* and *CG11425*); rhythmic in both young and old, with age-dependent increases in amplitude (*RpL32* and *Hr38*). (**d**,**e**) *ImpL3* adopts *de novo* rhythmic expression in old flies according to RNA-seq. Browser tracks in **e** show RNA-seq read pileups at each time point; reads represent merged RNA-seq data from replicate cohorts of old flies with the same y-axis range for all time points.

**Figure 2:**
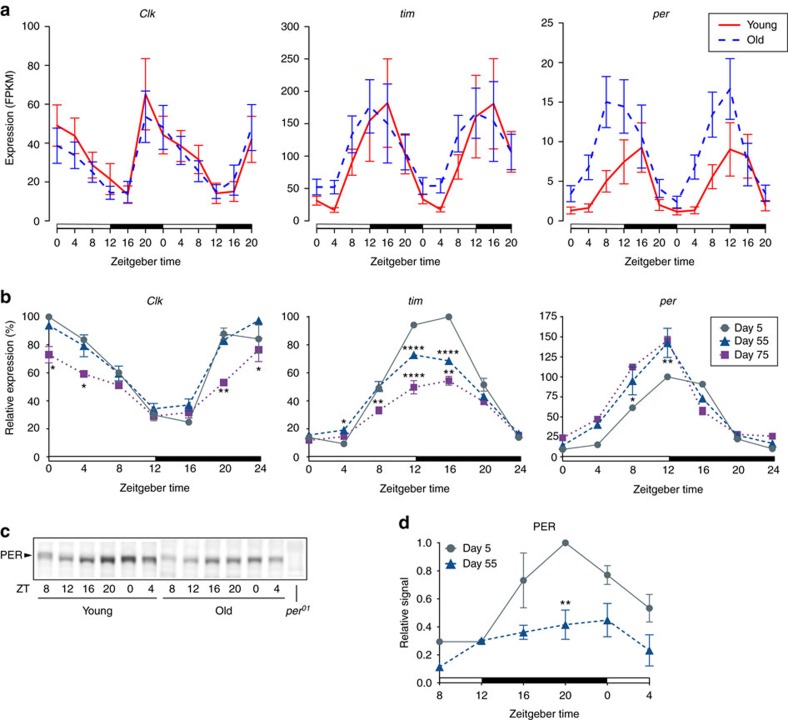
Core clock gene expression in young and old flies. (**a**) Age-dependent expression of three clock genes (RNA-seq). Each period of ZT 0–20 represents a distinct biological replicate. Error bars represent 95% confidence intervals reported by Cuffdiff. (**b**) qRT-PCR expression of *per*, *tim* and *Clk* in heads of females aged to 5, 55 and 75 days. Expression is reported as per cent of peak expression in day 5 flies. Data are mean (from two cycles)±s.e.m. (**c**) PER western blot from heads of young or old *w* flies collected at indicated ZT. The arrow indicates PER protein, with estimated molecular weight of 127-130 kDA, depending on the phosphorylation status. (**d**) PER levels (mean±s.e.m.) from western blot in **c**; *n*=3 biological replicates. (**b**,**c**) *P≤0.05; **P≤0.01; ***P≤0.001; ****P≤0.0001 (two-way ANOVA with Bonferroni correction; day 55 change is relative to day 5 values, and day 75 change is relative to day 55 values).

**Figure 3:**
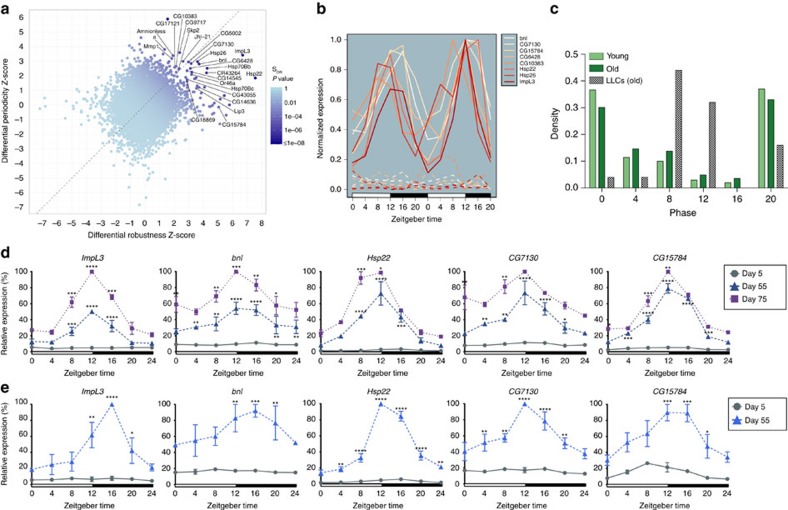
Identification of late-life cyclers (LLCs). (**a**) Differential periodicity Z-score is plotted against differential robustness *Z*-score (Methods); top LLCs from Supplementary Table 3 are labelled. Data points are coloured by differential rhythmicity score (*S*_DR_). (**b**) Superimposed min-max normalized RNA-seq profiles of known stress-responsive LLCs with peak expression >10 FPKM. Broken lines=day 5 data; solid lines=day 55 data. Each period of ZT 0–20 represents a distinct biological replicate. (**c**) Bars heights represent normalized counts of LLCs and genes rhythmic in young or old, which peak at indicated 4-h intervals (Methods). (**d**) qRT-PCR expression of LLCs in heads of females at age 5, 55 and 75 days. (**e**) qRT-PCR expression of LLCs in heads of young and old males. (**d**,**e**) Data are mean (from two cycles)±s.e.m. Expression is per cent of peak expression in the oldest group. *P≤0.05; **P≤0.01; ***P≤0.001; ****P≤0.0001 (two-way ANOVA with Bonferroni correction; day 55 change is relative to day 5 values, and day 75 change is relative to day 55 values).

**Figure 4:**
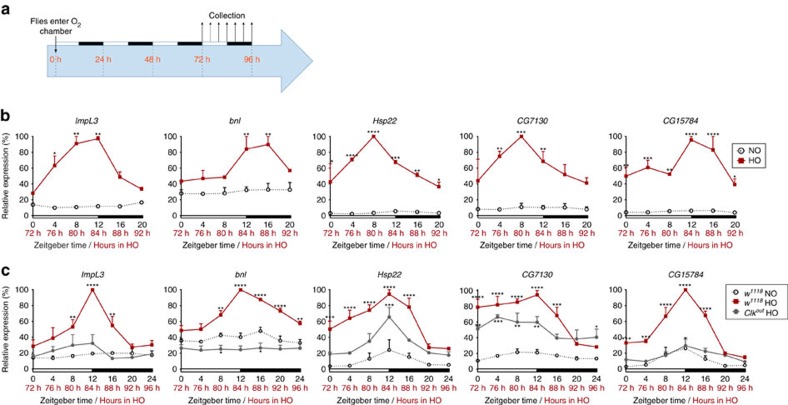
Oxidative stress-induced LLC rhythms in young flies. Heads of young females were collected in 12:12 light/dark (LD) at 4-h intervals on the 4th day in hyperoxia (HO) or normoxia (NO) according to the experiment scheme in **a**. (**b**,**c**) qRT-PCR results for RNA from heads of flies in HO or NO. Data (mean±s.e.m.) are reported as per cent of peak expression in LD under HO. *n*≥2 biological replicates. *P≤0.05; **P≤0.01; ***P≤0.001; ****P≤0.0001 (data from each genotype in HO are compared by two-way ANOVA with Bonferroni correction relative to *w* flies in NO). (**b**) *w* flies in NO and HO. (**c**) *w* flies in HO and NO; *Clk*^*out*^ flies in HO.

**Figure 5:**
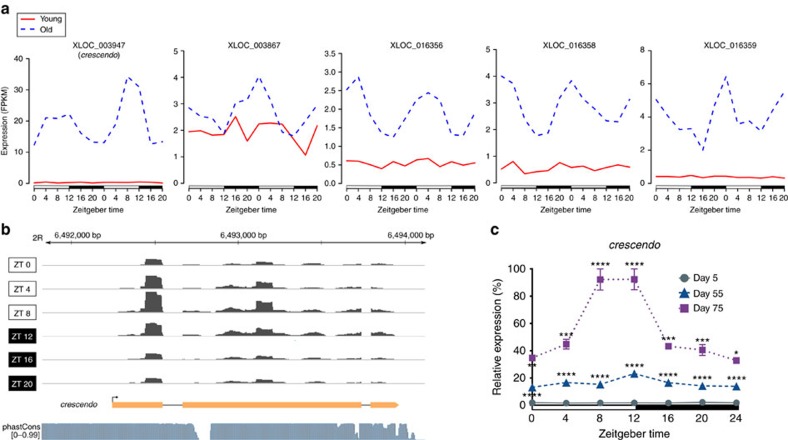
Age-induced circadian expression of novel genes. (**a**) RNA-seq expression plots for the five LLC-like novel genes; each period of ZT 0–20 represents a distinct biological replicate. XLOC IDs were assigned by Cuffmerge. (**b**) Browser image of the *crescendo* transcript model and corresponding RNA-seq reads from merged replicate datasets of old flies, with the same *y*-axis range across time points. The dm6 phastCons conservation tracks were downloaded from the UCSC Genome Browser website. (**c**) *crescendo* expression in heads of females on day 5, 55 and 75 by qRT-PCR is reported as per cent of peak level at day 75. Data are mean (from two cycles)±s.e.m. *P≤0.05; **P≤0.01; ***P≤0.001; ****P≤0.0001 (two-way ANOVA with Bonferroni correction; day 55 change is relative to day 5 values, and day 75 change is relative to day 55 values).

**Figure 6:**
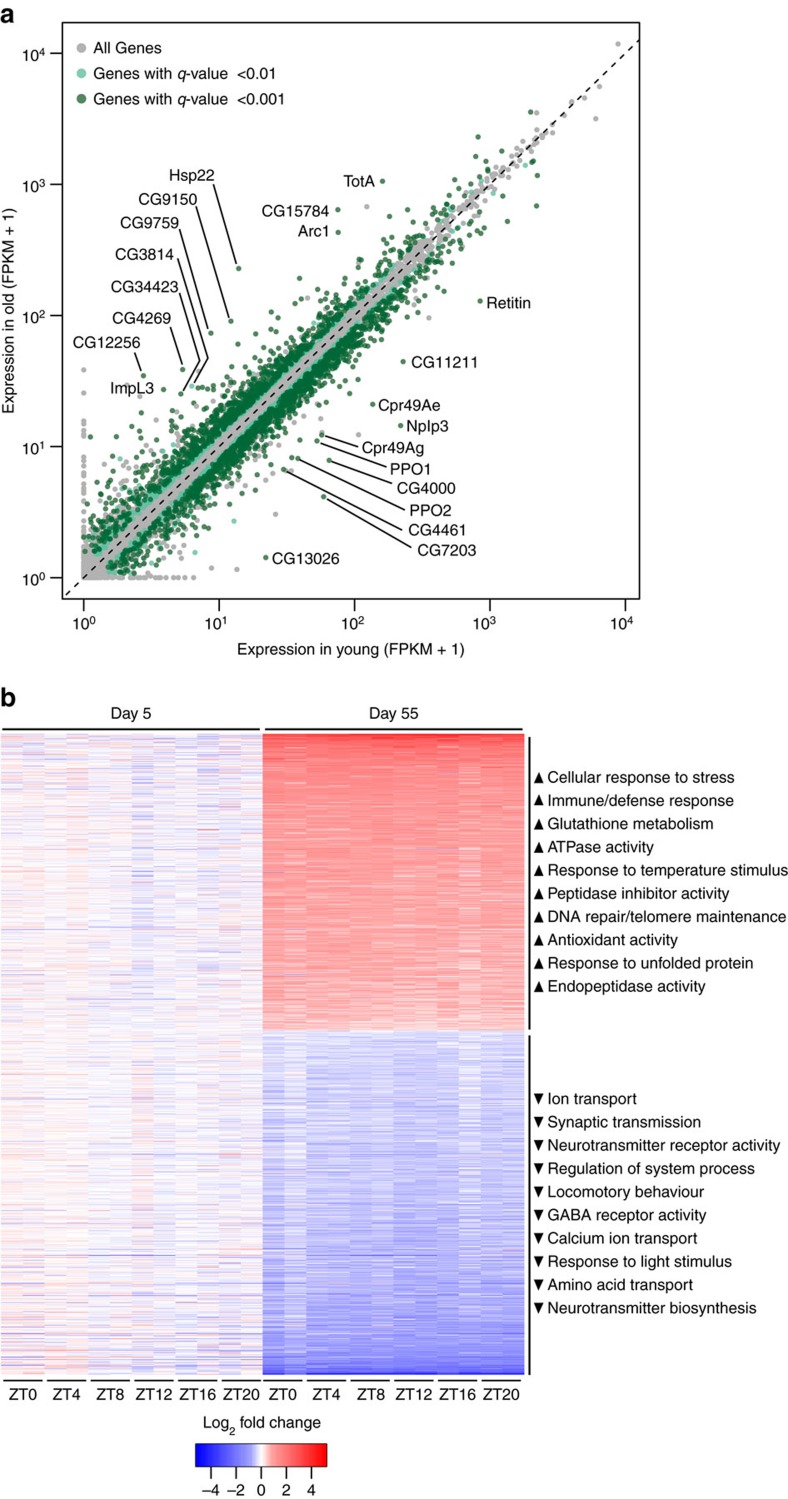
Age-related and time-averaged differential expression. (**a**) Scatterplot showing average daily gene expression in heads of old versus young flies according to RNA-seq. Data represent mean across six time points each with two biological replicates; differentially expressed genes are coloured according to *q*-values reported by Cuffdiff. Genes with significant (FDR 0.05) disparities in average daily expression between two biological replicates were included but not coloured. Labelled genes have an FPKM≥20 in young or old flies as well as an old/young fold change ≥5. (**b**) Heat map showing gene expression changes during aging according to RNA-seq. Each row represents a differentially expressed gene (FDR 0.01) with fold change ≥1.5 and a minimum FPKM of 1 in either young or old. Genes with significant (FDR 0.05) disparities in average daily expression between two biological replicates were excluded. For each sample (column), colour corresponds to fold change given by dividing the sample's FPKM by the average FPKM in young. Data from biological replicates are grouped in adjacent columns. Right: terms representing the top ten clusters of GO terms reported as enriched among up- or down-regulated genes by DAVID.

How the deposited data were processed for this re-analysis (not part of the article)

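RNA from heads of young (5 days) and old (55 days) *w* females was sequenced at 6 times of day in 2 biological replicates, 24 libraries in all. Libraries were assigned to age, time of day and replicate from the sample labels, which match the design in the paper. The columns of the deposited tables are named by hour, and hours from 0 to 20 were taken as the first and later ones as the second replicate, since the labels number the replicates and the Methods describe 2 cycles.

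The authors filtered and trimmed reads with skewer, aligned them with TopHat to BDGP release 6 (dm6), computed FPKM per gene with Cuffdiff from the Cufflinks package and the FlyBase annotation, and deposited these FPKM values for each library in 2 tables, young and old, of 17637 genes. How Cuffdiff normalized the libraries against each other is not stated, and the 2 tables are on different scales. The authors then ran ARSER on each age and deposited its p-value, the Benjamini-Hochberg q-value, the phase and the period for every gene. All 15197 young and 15376 old genes with a fit have a period of 24 h; the genes without a fit are listed at 0 in every library of that age. Running an ARSER-type fit on the deposited FPKM values gave the deposited p-values and phases back with differences below rounding, and that fit was used wherever ARSER was rerun.

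The depth per library is unknown, because FPKM keeps no read numbers, so no confidence interval for counting error is given and precision was judged from the spread between libraries. Pre-microRNA hairpins, 235 genes, were left out of all counts, as in the paper.

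What was computed from the files is as follows. Rhythmic genes were counted by the rule of the paper (ARSER P value at most 0.05, median of at least 1 FPKM, maximum to minimum ratio of at least 1.5). A second count used limma's moderated F test (eBayes with trend) of the cosine and sine terms of a 24 h period on log2(FPKM + 1), with the 2 libraries of a time point as replicates. The differential rhythmicity score followed the Methods, with the Gaussian fitted to a histogram of 100 bins and a two-sided P value. The change of rhythm was tested by the interaction of age with the cosine and sine terms in one limma model. The age effect was tested by limma on log2(FPKM + 1) in genes with a mean above 1 FPKM, at an adjusted P value of at most 0.01. All adjustment was by Benjamini-Hochberg. Gene families were tested by camera and fry, and their change of amplitude was set against 10000 random lists matched in 20 bins of mean expression. The phases of LLCs were tested with 100000 random gene sets. Coordinates are those of the BDGP6 annotation.

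Genes named in the text are every gene the paper names from RNA-seq in its text or in Figs 1, 2, 3 and 6a, and, of the interaction test, the 5 genes with the smallest adjusted P value among those whose amplitude rose and the 5 among those whose amplitude fell in both replicate cycles. Many genes of Figs 3a and 6a enter the text only as part of a count. Genes named outside this rule, after their values were seen, are MRP, Acp1, Arr2, CG7214, CG15760 and Lsp2 for their scores, CG16798 for its tie in the interaction test, and CG9757, a, mthl15 and CG17129 as LLCs that Fig. 3a does not label. The rule, the tests and a list of alternatives were set before the data were examined. The alternatives were the pseudocount (0.1 in place of 1), filters on FPKM, thresholds, other scalings of the libraries, the replicate number as a block, time of day as a factor, detrending, untransformed FPKM, leaving out a replicate and leaving out each library. Alternatives added later, after seeing the data, were ARSER on scaled values, an exchanged order of the replicates, phases rounded to whole hours, time of day as a factor for single genes with and without scaling, a one-sided P value for the score, hairpins kept in the Z-scores, the Gaussian behind Supplementary Data 2, and the harmonic fit for the shares of genes peaking at each time.

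The limma steps were tested on simulated data for 9613 genes, with independent noise of the spread between replicates in the real libraries. No daily rhythm was simulated outside the changed genes, so recovery may be lower in the real data and for smaller changes. For each test, 200 genes were changed by a log2 value of 1. The interaction test recovered 189 of them and called 10 others, the age test recovered 191 and called 2 others, and the rhythm test recovered 194 and called 12 others. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used.

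The isoform criterion for LLCs, Cuffdiff's own test, the quantitative PCR, the hyperoxia and *Clk* out experiments and the assembled transcripts were not analysed here. Supplementary Data 2 and 4 were held in part, so no overlap with them was tested.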

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

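The tests of explanations in this part were set out after the results were seen. The interaction test looked for genes whose daily rhythm differs between the 2 ages, and called 33 of 9613 genes at an adjusted *P* value of at most 0.05. The fitted amplitude was larger in old flies in 16 and smaller in 17. The test takes amplitude and phase together, so the direction of the amplitude was not tested by itself. In 27 of the 33 genes the fitted peaks lay at least 2 h apart. Among the genes named by the rules of the analysis, 16 were called. Their adjusted *P* values in limma were 0.00111 for bnl and ImpL3, 0.00219 for CG15784, ort and trp, 0.00232 for DIP-epsilon, 0.00340 for Usp8, 0.00367 for Hsp22 and chp, 0.00538 for Cpr64Ac, 0.0187 for Amnionless, 0.0208 for CG14636, 0.0215 for CG9717, 0.0219 for per, 0.0266 for CG11425 and 0.0384 for Hsp26.

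Several technical explanations were weighed. After median-of-ratios scaling, 31 of the 33 genes still had an adjusted *P* value of at most 0.05 in limma. A common scale that moves with the time of day alike at both ages cancels in this test. The scale factors of young and old flies correlated at 0.951 over the 6 time points. Removing them could thus change few calls, and the 31 genes say little about such a scale. A pseudocount that flattens the rhythm of genes with low values would lose its calls with a smaller one, but with 0.1 in place of 1 the test still called 29 of the 33, with Hsp26 and CG14636 outside the 29. When the age labels were exchanged at random within time points, 4 of 100 groupings, the real one included, gave as many genes. The median of the other groupings was 0 genes and the largest 3191, and what set the largest apart was not tested. Exchanged groupings mix libraries of the 2 ages, so the difference in level between ages enters their residuals or the tested terms. They are therefore no measure of how many genes would be called without a change of rhythm, and decide nothing about the 33.

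What stays open is how far each call rests on single libraries. Of the 33 genes, 16 were called in each of the 24 fits that left out one library, among them bnl, ImpL3, CG15784, chp, Hsp22, ort, trp, DIP-epsilon, Usp8 and Cpr64Ac. The others, such as per and CG11425 with 16 of the 24 fits and Hsp26 with 5, depend on them. With replicate 1 or replicate 2 left out at every time point no gene was called, with 308 and 185 genes at an unadjusted *P* value of at most 0.05. Age itself is the difference the design names, and a change of rhythm with age remains a hypothesis for these genes. The DIP-epsilon gene encloses CG9507 on the opposite strand, and whether the counting used strand was not tested.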

How the results depend on the processing

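For rhythmic genes by ARSER, a Benjamini-Hochberg q-value of at most 0.05 gave 365 genes in young flies, 243 in old flies and 116 at both ages. A *P* value of at most 0.01 gave 1006, 841 and 368. A maximum to minimum ratio of at least 2 gave 895, 736 and 315, and no such filter gave 1460 genes at both ages. The filters on the median, ARSER on scaled values and an exchanged order of the replicates changed the 3 counts by less than 1.5 times. For the harmonic test, Benjamini-Hochberg adjustment gave 1278, 1285 and 578 genes. Without one replicate the counts were from 1000 to 1028 in young flies, from 821 to 1104 in old flies and from 340 to 386 at both ages, where fewer libraries enter the fit. The pseudocount, untransformed FPKM, detrending, scaling and the median filters changed them by less than 1.5 times.

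For the phase shift, a limit of 4 h gave 26 genes, the q-value 13 and phases rounded to whole hours 297, while the phase of the harmonic fit gave 200, a median of at least 5 FPKM 119 and ARSER on scaled values 136. For genes highly rhythmic at one age and arrhythmic at the other, no median or ratio filter gave 83 for young and 90 for old flies, and an arrhythmic limit of 0.3 gave 105 and 78. For old flies alone, harmonic *P* values gave 86 genes and a median of at least 5 FPKM gave 16.

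For the differential rhythmicity score, the maximum to minimum ratio gave 64 gains and 90 losses, an FDR of 0.01 gave 15 gains, 12 losses and 11 LLCs, and the sample mean and SD in place of the fitted Gaussian gave 12, 10 and 9. A median of at least 5 FPKM gave 21 losses and 14 LLCs. Without one replicate there were from 12 to 17 gains, from 12 to 30 losses and from 12 to 15 LLCs; 10 of the LLCs without replicate 1 and 11 of those without replicate 2 were among the 24. With ARSER on scaled values 18 of 22 were, and with the ratio 15 of 31. The cause was not tested for any of these.

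The interaction test gave 0 genes without replicate 1 and 0 without replicate 2, and 308 and 185 at an unadjusted *P* value of at most 0.05. Leaving out one library gave from 18 to 30 genes, the lowest without the second young replicate at ZT 20. Untransformed FPKM gave 37 genes, 25 of them among the 33, and quantile normalization gave 25, all among them.

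For the age effect, median-of-ratios scaling gave 2012 genes higher and 2046 lower in old flies, and 715 and 806 changed at least 1.5-fold. Quantile normalization gave 1911 and 2053, and 703 and 823. Only 2 genes called higher on the deposited values were called lower after scaling. Without one replicate, from 2220 to 2586 genes were higher and from 496 to 766 lower, with from 1202 to 1475 and from 256 to 372 changed at least 1.5-fold. With any one library left out the ranges were from 4074 to 4271, 1019 to 1104, 1438 to 1575 and 350 to 386. Time of day as a factor gave 4922 and 1280, and 1557 and 389. A mean over 5 FPKM gave 1019 genes at least 1.5-fold higher, and 244 lower. The share of age-changed genes that are rhythmic was 42.1% with the harmonic *P* value and 4.81% with the q-value. The share of genes rhythmic in young flies that peak at ZT 20 or ZT 0 was 43.1% with ARSER on scaled values and 64.8% by the harmonic fit, and in old flies 38.6% and 51.2%. The share of LLCs peaking at ZT 8 or ZT 12 ranged from 50.0% for interaction-test genes whose amplitude rose to 79.2% for the genes of Fig. 3a. With phases rounded to whole hours, chosen after seeing the data, it was 70.8% or 66.7%, with border hours in the earlier or the later bin. The replicate correlation was 0.972 with a pseudocount of 0.1. Scaling raised the number of families called from 5 to 7.

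The labels number the replicates at both ages, and the Methods place parallel samples of the 2 ages in one sequencing lane, without saying whether these bear the same number. The correlation between ages of the deviations of same-numbered replicates was -0.00 at ZT 0, -0.06 at ZT 4, 0.05 at ZT 8, 0.06 at ZT 12, 0.41 at ZT 16 and 0.18 at ZT 20. Since it was not above 0.1 at every time point, the numbers were not taken to pair the samples, but a shared lane or batch, as the values at ZT 16 and ZT 20 would allow, is not excluded. With the replicate number as a block the counts were 2486, 2544 and 1267 rhythmic genes by the harmonic test in young flies, old flies and both, 32 genes by the interaction test, 4197 higher and 1053 lower with age, 1524 and 363 changed at least 1.5-fold, and 4 families, with the ribosomal proteins no longer called. Among named genes the block changed the calls of Hsp26, lost, and CG10383, gained.

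For single genes, 97 values of named genes were recomputed with a pseudocount of 0.1, with median-of-ratios scaling, with the replicate number as a block and without replicate 1 or 2, the settings fixed in advance for them. The log2 change of Clk with age was 0.077 without replicate 1 and -0.26 without replicate 2. That of DCP2 was 0.097 without replicate 1, -0.056 without replicate 2 and -0.20 after scaling. The change of amplitude of RpL32 was 0.065 without replicate 1 and -0.11 without replicate 2, and that of CG14545 was -0.0092 with a pseudocount of 0.1. Each of these 4 genes so changed sign under at least one setting. Without replicate 1, 18 values lost their call and without replicate 2, 19 did. With a pseudocount of 0.1, 2 did, and with scaling the age change of RpL32 did. Time of day as a factor, chosen for single genes after seeing the data, was run on the log2 changes with age of all 62 named genes. It gave a call at 0.01 to 10 of them, tim, per, CR45456, CR45457, CG17005, Cks30A, CG11425, Hr38, chp and Usp8, and took none away. With scaling as well, 7 gained a call, per, Clk, CR45456, CR45457, CG17005, Cks30A and chp, and the changes of DCP2, trp and DIP-epsilon turned to -0.20, -0.082 and -0.010. No result is limited by a known read depth, since none is given, and genes near 1 FPKM have the least certain values.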

Differences from the paper's values

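The paper gives 297 genes with a phase shift of at least 2 h, and 171 were counted here. Of the alternatives set before the data were examined, the phase of the harmonic fit came within 1.5 times of the paper's value with 200 genes; a limit of 4 h, the q-value and a median of at least 5 FPKM did not. Rounding the phases to whole hours, a setting chosen after seeing the values, gave 297.

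The paper gives 1307 genes upregulated with age, and 4264 were counted here. Quantile normalization, with 1911 genes, came within 1.5 times of the paper's value; median-of-ratios scaling, with 2012, and the other alternatives set before the data were examined did not. At a fold change of at least 1.5, the paper gives 583 upregulated genes against 1530 here and 676 downregulated genes against 363 here. For Fig. 6b, which shows these genes, the paper left out those whose daily means differed significantly between replicates. That exclusion was not applied here, so the counts follow different rules. Median-of-ratios scaling (715 and 806) and quantile normalization (703 and 823) closed both gaps to within 1.5 times, no filter on FPKM closed the second with 499 genes, and none of the other alternatives set before the data were examined closed either.

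For Act5C the log2 ratio of mean FPKM, old over young, was 0.89 here and 0.68 in the paper's Supplementary Data 4, and for tim it was 0.21 here and -0.011 in the paper's table. With median-of-ratios scaling the values were 0.67 and -0.019 and no longer differed. The differential rhythmicity scores were 7.20 for ImpL3, 6.72 for Hsp22, 4.63 for bnl, 4.28 for CG7130 and 3.51 for CG15784, against the paper's 7.14, 6.64, 4.60, 4.25 and 3.46 in Supplementary Data 2. No alternative for a single gene's score was set before the data were examined. With the pre-microRNA hairpins kept in the Z-scores, a setting chosen after seeing the values, the largest difference from the paper over the 1999 genes held was 0.00037.

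The share of LLCs peaking at ZT 8 was 29.2% here and about 44% in Fig. 3c, read by eye. Of the alternatives set before the data were examined, the genes labelled in Fig. 3a came within 1.5 times with 37.5%, while the phase of the harmonic fit (25.0%) and the interaction-test genes whose amplitude rose (21.4%) did not. The Methods state that phases were rounded to whole hours for Fig. 3c. With this rounding, run after seeing the values, 9 of the 24 LLCs (37.5%) peaked at ZT 8 if hours on the border of 2 bins went to the earlier bin, which came within 1.5 times, and 6 (25.0%) if they went to the later one. For the genes of Fig. 3a these shares were 41.7% and 29.2%, and for the 29 genes called by the Gaussian behind Supplementary Data 2 they were 37.9% and 27.6%.

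The paper names 25 top LLCs, and 24 genes met its rule here; with the hairpins kept in the Z-scores there were 25, of which 20 are labelled in Fig. 3a. Of the genes labelled in Fig. 3a, CG18869, Lip3, CG43055 and CG17121 were not called here. The one-sided *P* value with the Gaussian behind Supplementary Data 2 and the hairpins kept in the Z-scores, chosen after seeing the values, called all 24 of that figure and 5 more. The genes called here and not labelled there were CG9757, a, mthl15 and CG17129.

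The paper states that all genes of Fig. 3b peak close to the onset of night, within the limit it names. In the authors' deposited table the phase in old flies was 9.29 h for Hsp26 and 8.43 h for CG10383, against dark onset at ZT 12. The paper presents the changes of *per* and *tim* RNA with age as opposite. For *per* the log2 fold change over the day was 0.88 on the deposited values and 0.69 after scaling. For *tim*, the log2 fold change of 0.46 was not called (adjusted *P* value 0.303 in limma) and that of 0.24 after scaling was not either (0.642). The ratio of its daily mean FPKM, old over young, was 1.15 before and 0.987 after scaling, and at its time of peak *tim* was lower in old flies. With time of day as a factor, chosen after seeing the values, *tim* was called higher in old flies on the deposited values (adjusted *P* value 0.00494 in limma) and not after scaling (0.128).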

Other observations

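The tests in this part were set out after the results were seen.

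The median gene was higher in old flies by 0.22 on the log2 scale. A candidate explanation is the scaling of the 2 deposited tables. For 1369 genes, the deposited log2 ratio of old to young exceeded that of the paper's joint comparison of the ages (Supplementary Data 4) by a median of 0.215, with the 5th and 95th percentiles at 0.210 and 0.221, so nearly the same factor applied to every gene. In the paper's own table the median ratio of these genes was 0.038 on the log2 scale, against 0.25 in the deposited values. A few abundant genes taking a smaller share of the old libraries was weighed as the whole cause. The total of FPKM times transcript length outside the 200 most abundant genes rose by 0.137 on the log2 scale, against 0.224 for the scaling factor. The factor minus that total was higher in each of the 12 old libraries than in every young one, by a mean of 0.087, where the largest difference between replicates was 0.084. A change of total RNA with age stays open, since FPKM does not measure it.

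Most rhythmic genes peaked at ZT 20 or ZT 0, and the common scale of the libraries was highest at ZT 0. After median-of-ratios scaling the share was 43.1% in place of 72.5% in young flies and 38.6% in place of 61.6% in old flies. Removing a scale that is highest at ZT 0 lowers this share whatever its cause, so these values do not decide between explanations. In genes whose 24 h amplitude was at least 4 times that of the scale, the scale can move the fitted peak by about 0.965 h, but it also helps decide which genes reach that amplitude. There were 469 such rhythmic genes in young and 490 in old flies by the amplitude on scaled values. Of these, 44.6% and 37.6% peaked at ZT 20 or ZT 0 on the scaled values by the harmonic fit. On the deposited values 47.8% and 41.8% of them did. Of the 569 and 553 by the amplitude on the deposited values, 60.6% and 51.9% did on the deposited values and 56.6% and 48.3% on the scaled ones. An even spread over the day would give 33.3%. In young flies, whether most such genes peaked then turned on the values used to choose them, not on those used to fit the peaks. In old flies, most did so only with the deposited values used for both. A common scale that moves with the time of day and a daily change of most transcripts thus cannot be told apart. A few abundant genes changing their share over the day was weighed as the whole cause of that movement. After subtraction of the total outside the 200 most abundant genes, a range of 0.0679 in young and 0.0710 in old flies remained, no larger than the largest difference of that quantity between replicates, 0.0844 and 0.0711. A change in the share of abundant genes, another technical shift and a daily change of most transcripts therefore cannot be told apart here.

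The LLCs, in contrast, peaked mostly at ZT 8 or ZT 12. If a common scale moving with the time of day caused this, the scale of the old libraries would be higher at these times. Its mean log2 factor at ZT 8 and ZT 12 minus that at the other time points was -0.090, beyond the largest difference of 0.035 between replicates. The shares after scaling do not bear on this, since removing such a scale moves fitted peaks towards ZT 12. No other explanation of the shared phase was tested.

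All 32 genes gaining rhythm by the differential rhythmicity score had a higher mean in old flies, and 31 had one after scaling. Maximum minus minimum FPKM grows with the level of a gene even when its relative rhythm does not change, so a rise of the level may carry the score. When each gene's mean FPKM was made equal at the 2 ages, 5 genes gained and 19 lost rhythm and 4 were LLCs, against 32, 34 and 24. Exchanging the age labels within time points tested how easily such counts arise. As many gains as the real 32 came in 18 of 100 groupings, as many losses in 11 and as many LLCs in 14, the real grouping included in each. With the means made equal, the numbers were 21 of 100 for gains, 1 of 100 for losses and 14 of 100 for LLCs. The exchanged groupings mix libraries of the 2 ages and so differ from the real one in level too.

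The other counts were set against regroupings too. Of 100 exchanges of the age labels, the real grouping was the only 1 with as many genes changed with age as the 5328 found, and the largest of the others gave 0. Among 100 orders of the 12 libraries of each age, the real order was the only 1 with as many rhythmic genes by the harmonic test, in young and in old flies, and the only 1 by an ARSER-type *P* value. The median counts of the other orders were 361 and 313 genes by the harmonic test, against 2492 and 2600, and 276 and 222 by the ARSER-type *P* value, against 2035 and 1886. The largest were 1464 and 1516 and, by the ARSER-type *P* value, 1702 and 1143.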
